# Identification of Candidate Adherent-Invasive *E*. *coli* Signature Transcripts by Genomic/Transcriptomic Analysis

**DOI:** 10.1371/journal.pone.0130902

**Published:** 2015-06-30

**Authors:** Yuanhao Zhang, Leahana Rowehl, Julia M. Krumsiek, Erika P. Orner, Nurmohammad Shaikh, Phillip I. Tarr, Erica Sodergren, George M. Weinstock, Edgar C. Boedeker, Xuejian Xiong, John Parkinson, Daniel N. Frank, Ellen Li, Grace Gathungu

## Abstract

Adherent-invasive *Escherichia coli* (AIEC) strains are detected more frequently within mucosal lesions of patients with Crohn’s disease (CD). The AIEC phenotype consists of adherence and invasion of intestinal epithelial cells and survival within macrophages of these bacteria *in vitro*. Our aim was to identify candidate transcripts that distinguish AIEC from non-invasive *E*. *coli* (NIEC) strains and might be useful for rapid and accurate identification of AIEC by culture-independent technology. We performed comparative RNA-Sequence (RNASeq) analysis using AIEC strain LF82 and NIEC strain HS during exponential and stationary growth. Differential expression analysis of coding sequences (CDS) homologous to both strains demonstrated 224 and 241 genes with increased and decreased expression, respectively, in LF82 relative to HS. Transition metal transport and siderophore metabolism related pathway genes were up-regulated, while glycogen metabolic and oxidation-reduction related pathway genes were down-regulated, in LF82. Chemotaxis related transcripts were up-regulated in LF82 during the exponential phase, but flagellum-dependent motility pathway genes were down-regulated in LF82 during the stationary phase. CDS that mapped only to the LF82 genome accounted for 747 genes. We applied an *in silico* subtractive genomics approach to identify CDS specific to AIEC by incorporating the genomes of 10 other previously phenotyped NIEC. From this analysis, 166 CDS mapped to the LF82 genome and lacked homology to any of the 11 human NIEC strains. We compared these CDS across 13 AIEC, but none were homologous in each. Four LF82 gene loci belonging to clustered regularly interspaced short palindromic repeats region (CRISPR)—CRISPR-associated (*Cas*) genes were identified in 4 to 6 AIEC and absent from all non-pathogenic bacteria. As previously reported, AIEC strains were enriched for *pdu* operon genes. One CDS, encoding an excisionase, was shared by 9 AIEC strains. Reverse transcription quantitative polymerase chain reaction assays for 6 genes were conducted on fecal and ileal RNA samples from 22 inflammatory bowel disease (IBD), and 32 patients without IBD (non-IBD). The expression of Cas loci was detected in a higher proportion of CD than non-IBD fecal and ileal RNA samples (p <0.05). These results support a comparative genomic/transcriptomic approach towards identifying candidate AIEC signature transcripts.

## Introduction

Crohn’s disease (CD) is a form of inflammatory bowel disease (IBD) that is characterized by skip lesions of transmural inflammation, and can occur at multiple sites in the digestive tract. Inflammation can be found anywhere in the gastrointestinal tract from the mouth to the anus, but in most (60–80%) CD patients, the distal small intestine is frequently involved [1, 2]. Factors implicated in the pathogenesis of IBD include host genetic predisposition, and continual activation of the mucosal immune system by luminal bacteria and their products [3, 4]. From 16S ribosomal RNA gene sequence data, several laboratories have demonstrated imbalances in the gut microbial composition of CD patients, particularly those with ileal involvement when compared to unaffected individuals [5–16]. A consistent feature is a reduction in the relative frequency of *Faecalibacterium prausnitzii* [8] and an increase in Proteobacteria, particularly *Escherichia coli* [5]. A greater relative abundance of *E*. *coli* has been associated with CD, and particularly in active disease compared to patients in remission [17]. Mucosa-associated *E*. *coli* in particular are more abundant in CD [18] and in several small studies were isolated from inflamed tissue that include areas with ulcers and granulomas [19, 20]. In addition *E*. *coli* from the neoterminal ileum in post-surgical CD patients are linked to early recurrence of the disease [2].

Adherent invasive *E*. *coli* (AIEC) are considered to be pathobionts [21–23] and are isolated from the intestinal mucosa in humans with a higher prevalence in CD patients than in healthy subjects [2, 24, 25]. The AIEC phenotype requires adherence and invasion of intestinal epithelial cells and survival and replication within macrophages [26, 27]. Only a few commensal *E*. *coli* have been tested for this phenotype [28]. Using these methods, AIEC strains are detected in 22–52% of ileal CD patients and in 6–18% of non-IBD subjects [2, 18, 29–31]. However, these studies differ with respect to the number of biopsies analyzed, the anatomical location of the biopsies, and disease activity.

The design of a culture independent assay is hindered by the fact that although AIEC usually belong to the B2 or D groups, they are phylogenetically heterogeneous [18, 32]. Jensen et al [33] reported a quantitative real-time PCR (RT-qPCR) to determine the proportion of *E*. *coli* LF82 in DNA from human intestinal biopsies using spiked samples, but has not reported the results of this assay using clinical samples. Furthermore the genomic target of this assay, the pMT1-like plasmid, is not conserved among AIEC. Dogan et al,[34] reported that genes encoding processes responsible for propanediol utilization (*pdu* operon) and iron acquisition (yersiniabactin, *chu* operon) are overrepresented in human and dog AIEC genomes and might represent AIEC virulence factors.

To gain insight into biological pathways that contribute to AIEC pathogenicity we conducted a comparative transcriptomic analysis of the reference AIEC strain LF82 and the non-invasive commensal strain HS, grown in pure cultures. Furthermore, the genomic sequences of 11 non-invasive *E*. *coli* strains, including MG1655 [35] and HS [36], and a panel of 13 AIEC strains [34, 37–41] were compared to identify coding regions that could potentially serve as AIEC probes. Five of these gene targets and the previously described gene *pduC*, were tested by reverse transcriptase quantitative polymerase chain reaction (RT-qPCR) following extraction of RNA from fecal and ileal biopsy samples from 53 patients with and without IBD.

## Materials and Methods

### Homology searches in AIEC and non-invasive *E*. *coli* genomic sequences

The characteristics of seven previously published human AIEC (strains LF82, UM146, NRG857c, HM605, 541_1, 541_15, 576_1) and three human NIEC (strains T75, HS and MG-1655), are summarized in Table 1. Reference genomes were retrieved from NCBI [28, 34–41]. The characteristics of the six AIEC (strains MS-107-1, MS-115-1, MS-119-1, MS124-1, MS145-7, MS57-2), and 8 NIEC (strains MS185-1, MS187-1, MS196-1, MS198-1, MS45-1, MS60-1, MS78-1, MS84-1) are also listed in Table 1. These MS strains were isolated from de-identified surgical resection specimens collected at Mount Sinai School of Medicine [6] from CD, UC and non-IBD patients and characterized with respect to AIEC phenotype. The genomes of these 14 *E*. *coli* strains are accessible through the Human Microbiome Project database [42]. Homologous CDS were compared for these 13 AIEC and 11 NIEC. A search was also conducted among diarrheagenic (DEC) and extraintestinal (ExPEC) pathogenic *E*. *coli* (S1 Table) using the alignment tool BLASTN (version 2.2.28+). Homologous genes were defined as those with ≥85% sequence identity over 90 to 110% of the length of the query as previously described [37].

**Table 1:** Characteristics of 13 human AIEC and 10 non-invasive E. coli isolates. The AIEC phenotype was assessed using gentamycin protection assays of epithelial invasiona and survival within macrophages. The IBD affectation status was described as CD, UC or non-IBD. The anatomic site or source was the ileum, colon or feces. The pathology if available was described as macroscopically unaffectred or diseased or was not documented (-). For feces, the pathology was not applicable (N.A.) The K12-MG1655 strain was cured from K12 and has been maintained as a laboratory strain. The orginal K12 strain was isolated from a patient suffering from diphtheria.

E. coli strain	AIEC phenotype	IBD affectation status	Anatomic site	Pathology	Reference
LF82	AIEC	CD	ileum	diseased	[37]
NRG857c	AIEC	CD	ileum	-	[38]
UM146	AIEC	CD	ileum	-	[40]
HM605	AIEC	CD	colon	-	[39]
541_1	AIEC	CD	ileum		[34]
541_15	AIEC	CD	ileum		[34]
576_1	AIEC	CD	ileum		[34]
MS-107-1	AIEC	CD	ileum		
MS-115-1	AIEC	UC	colon	diseased	
MS-119-7	AIEC	CD	colon	-	
MS-124-1	AIEC	CD	ileum	unaffected	
MS-145-7	AIEC	CD	colon	-	
MS-57-2	AIEC	Non-IBD	ileum	unaffected	
HS	Non-invasive	Non-IBD	feces	N.A.	[36]
K12-MG1655	Non-invasive	Non-IBD	feces	N.A.	
T75	Non-invasive	CD	ileum	-	[34]
MS-185-1	Non-invasive	Non-IBD	colon	unaffected	
MS-187-1	Non-invasive	Non-IBD	colon	unaffected	
MS-196-1	Non-invasive	Non-IBD	colon	unaffected	
MS-198-1	Non-invasive	Non-IBD	colon	unaffected	
MS-45-1	Non-invasive	UC	colon	diseased	
MS-60-1	Non-invasive	Non-IBD	colon	diseased	
MS-78-1	Non-invasive	UC	colon	diseased	
MS-84-1	Non-invasive	CD	ileum	unaffected	

### Bacterial RNA isolation, sequencing and alignment to genomes

The reference AIEC strain LF82, originally isolated by Dr. Darfeuille-Michaud, was provided as a gift by Dr. Phillip Sherman (University of Toronto) and its identity was confirmed by multi-locus sequence typing[43]. The non-invasive HS strain was purchased from American Type Culture Collection (ATCC 700891). Triplicate Luria broth cultures (37°C) of LF82 and HS were grown with continuous shaking for 2 hours (exponential phase) and 24 h without shaking (stationary phase). Total RNA was extracted from the cells using the RiboPure Bacteria kit (Life Technologies Corp. Carlsbad, CA), following the manufacturer’s protocol. The average RNA Integrity Number (RIN) over all samples was 7. Two micrograms of RNA was depleted of ribosomal RNA using the RiboMinus Transcriptome Isolation Kit (Life Technologies Corp. Carlsbad, CA). These samples were then used as a template for strand-specific cDNA synthesis and subjected to single-end 150 bp Illumina sequencing. The RNA-Seq libraries were prepared and sequenced at the New York Genome Center (NYGC). Raw sequences were filtered to remove human sequence contamination, remove short reads (< 50 bp), depleted of duplicate reads, and quality trimmed using Trimmomatic (v 0.32) [44]. rRNA sequences were identified and culled using SortMe RNA (v1.9) [45]. Raw sequence reads for LF82 and HS were mapped to NCBI reference genomes NC_011993 and NC_009800, respectively [37] using the Burroughs Wheeler aligner (BWA) [46]. Counts for each annotated genomic loci were determined by HTseq-count (version 0.6.1) [47]. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE69020.

### Differentially Expressed Genes (DEGs) in LF82 compared to HS

Two DEG algorithms were employed, edgeR [48] and DESeq [49]. The raw counts produced by HTseq-count provided the input variables for the DESeq and edgeR packages. DEGs were defined as ≥ 2 fold change and FDR < 0.05 and LF82 and HS transcripts were compared at 2h or 24h, independently. DEGs resulting from edgeR were the input variables for knowledge based biological functions using the Gene Ontology (GO) plugin BiNGO [50] and the custom ontology and annotation files found on the Gene Ontology website [51, 52]. DEGs resulting from DESeq were the input variables for knowledge based pathways/modules defined either by the Kyoto Encyclopedia of Genes and Genomes (KEGG, http://www.genome.jp/kegg/) [53] or a set of modules obtained through clustering a network of high quality functional interactions predicted for *E*. *coli* [54]. The up-regulated and down-regulated output from DESeq for each time point were entered to identify the perturbed pathways regardless of the overall polarity.

### Ethics Statement

This study was approved by the Institutional Review Board (IRB) at Stony Brook University Hospital. Pediatric (age ≥ 7 years) and adult patients are recruited in a consecutive fashion by the Stony Brook Digestive Diseases Research Tissue Procurement Facility and provide verbal and written consent for chart abstraction, blood, stool, tissue biopsies and/or surgical waste collection with analysis for research purposes and for their information to be stored in the hospital database. For children between 7–17 years old participating in this study, both oral and written parent/legal guardian permission and a separate oral and written assent from the child was obtained. The IRB at Stony Brook University Hospital approved this consent procedure.

### Enrollment of patients and collection of samples

After receiving IRB approval, participants previously scheduled to undergo colonoscopy or intestinal resection, were identified and consented. Pediatric (ages ≥7 years) and adult patients were recruited in a consecutive fashion by the Stony Brook Digestive Diseases Research Tissue Procurement Facility. The period of enrollment was between March 2011 and June 2014. Patients with a confirmed diagnosis of IBD were phenotyped based on endoscopic and radiographic studies as previously described [55]. Tissue specimens were collected and immediately placed into RNAlater (Life Technologies, Carlsbad, CA).

### DNA isolation from bacteria

Nine bacterial strains were processed for DNA isolation: LF82, MG1655, HS, and 6 MS AIEC strains. Following overnight culture, a single colony of each bacterial strain was placed in 5 ml of tryptic soy broth and incubated overnight at 37°C with shaking. Total bacterial DNA was extracted using the QIAamp DNA Mini Kit and according to the manufacturer’s protocol and stored at -20°C until batch analysis.

### PCR and electrophoresis

The forward and reverse primers for the *Cas* genes (strains LF82_088, LF82_091, LF82_092 and LF82_093) were designed using the NCBI primer designing tool Primer-BLAST [56]. The *E*. *coli* 16S rRNA forward and reverse primers were previously validated [57]. The predicted PCR products were 340 bp for *E*. *coli* 16S rRNA, 107 bp for LF82_088, 109 bp for LF82_091, 97 bp for LF82_092, and 125 bp for LF82_093. Amplification was performed in a 15 μL reaction volume and consisting of 1.5 μL 10X PCR buffer (Qiagen), 3 μL Q solution, nuclease free water, 0.5 μM forward and reverse primers, 0.1 uL Qiagen Taq DNA polymerase, and 1μL template. PCR was performed using an Eppendorf Mastercycler EPGradient S. The following thermal cycling conditions were used: 5 min at 94°C and 36 cycles of amplification consisting of 30 seconds at 95°C, 30 seconds at 56°C, and 1 min at 72°C, with 5 min at 72°C for the final extension. PCR product bands were analyzed after electrophoresis in a 1% agarose gel in 1X TBE containing ethidium bromide and digital imaging using The ChemiDoc MP system (Biorad, Hercules, CA).

### RNA isolation from stool and bacteria

Total bacterial RNA was extracted from each stool sample using a fecal RNA isolation kit (Zymo Research Corporation, Irvine, CA) according to the manufacturer’s protocol. RNA from strains LF82, MG1655, and HS was extracted using the same kit after culture for 2 and 24 hours. RNA was archived at -80^0^ C until batch analysis.

### RNA isolation from ileal biopsies

Fresh frozen ileal biopsies were homogenized individually in 2 ml of Trizol solution (Life Technologies) with the PowerGen125 homogenizer (Fisher Scientific) and 1 ml aliquots placed into 1.5 mL microcentrifuge tubes. RNA was subsequently extracted using phenol/chloroform extraction methods as previously described[58]. The RNA was reconstituted in 50ul of RNA Storing Solution (Life Technologies) and stored at -80^0^ C until batch analysis.

### Reverse transcription quantitative polymerase chain reaction (RT-qPCR) of *E*. *coli* transcripts

For cDNA production, 500 nanograms of RNA was added to a 20 μL reaction using the SuperScript VILO cDNA Synthesis Kit (Life Technologies, Carlsbad, CA). Quantitative PCR was conducted in triplicate on 1:2 dilutions of cDNA from fecal samples and 1:2, 1:4 and 1:8 dilutions of cDNA from pure *E*. *coli* cultures and using 1 μL volumes. Amplification was performed in a 20 μL reaction volume and consisting of 10 μl of 2x SYBR Green Master Mix, 1 μl each of 10uM forward and reverse primers, 1 μL of cDNA, and 7 μL of nuclease free water. The thermal cycling conditions were: 10 min at 95°C and 40 cycles of amplification consisting of 30 seconds at 95°C and 60 seconds at 60°C using a Mastercycler EPGradient S (Eppendorf). Primers included Total bacteria and *E*. *coli* 16S rRNA forward and reverse primers as previously validated [57] and the *pduC* gene as previously described [34]. Primers were designed for 5 candidate genes LF82_088, LF82_091, LF82_092, LF82_093, and LF82_095, using an online primer design tool[56]. The sequences of all primers are listed in S2 Table.

### Statistical analysis

All analyses were performed using the GraphPad Prism 5 software suite (GraphPad, San Diego, CA). For each RT-qPCR assay, the average cycle threshold (Ct) of 3 replicates per gene was determined. Positive assays had a mean threshold cycle values (Ct) ≤35. The Ct values in negative samples and water ranged from 39–40. Fisher’s exact test was performed to compare positive and negative counts in IBD compared to non-IBD and CD compared to non-IBD, for fecal and ileal biopsy samples, respectively. The relative abundance of *E*. *coli* 16S rRNA transcripts was determined by defining the delta Ct (ΔCt). ΔCt was generated by subtracting the average Ct value for total bacteria away from the average Ct value of *E*. *coli* 16S rDNA. The nonparametric Mann-Whitney test was used to compare values for IBD compared to non-IBD and CD compared to non-IBD for fecal and ileal biopsy samples, respectively.

## Results

### Identification of differentially expressed genes (DEG) in LF82 vs. HS

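The transcripts of LF82, the reference AIEC strain, and of HS, a non-invasive strain that served as the control, were measured by RNA-seq in 12 samples. Each strain was sampled in 3 cultures in exponential phase (2h, with shaking) and in 3 cultures in stationary phase (24h, without shaking), so that time and agitation changed together. Total RNA was depleted of ribosomal RNA and made into strand-specific libraries for single-end sequencing. As the paper describes, the authors removed reads of human origin, short reads, duplicate reads and ribosomal RNA reads, and trimmed the rest by quality. They mapped the reads of each strain to its own genome with BWA and counted them on each annotated locus with HTSeq-count. The authors deposited these counts for each sample without normalization. For LF82 at 2h, 8102903 to 9562864 reads per sample were counted on loci, with a median of 8420844. For HS at 2h, the range was 6525294 to 9314623 and the median 8491702. The 24h libraries were shallower, with 4655462 to 5156595 reads (median 4994966) for LF82 and 3093268 to 3502695 reads (median 3162927) for HS. A single RNA gene, ssrA, took from 8.06% to 21.8% of the reads on loci of a sample. It had 1284714 reads in HS replicate A at 2h, so it is unclear whether duplicate reads were removed before these counts were made. The counts cover 4540 loci in LF82 and 4603 in HS, of which 811 and 2292 are listed by locus tag only. Genes were paired between the strains by gene name, ignoring letter case, which gave 1978 matched genes; the homology search by sequence that the authors used was not repeated here. The matched genes held 59.14% to 72.45% of the reads on loci. Counts of the matched genes were scaled by edgeR's TMM normalization, genes with low counts were filtered with filterByExpr, and the strains were compared at 2h and 24h independently with edgeR's quasi-likelihood test. As in the paper, a DEG had a fold change of at least 2 and an FDR (Benjamini-Hochberg adjusted p-value) under 0.05. Expression of single genes is given as CPM, the reads per 1000000 reads counted on loci in that sample, without correction for gene length. Normalization could change the fold changes at 24h, because scaling by library size only shifted the median log2 fold change of all tested genes by -0.3 at that time and by 0.01 at 2h.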

We analyzed gene expression levels of strains LF82 and HS in separate samples prepared from exponential (2h) and stationary (24h) phase cultures grown at 37°C, in order to interrogate gene expression under different growth conditions. Expression levels were standardized by reads per kilobase of exon per million mapped sequence reads (RPKM) [59]. 

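For the 1889 matched genes tested at 2h, edgeR called 713 DEGs between LF82 and HS and DESeq2, the successor of DESeq, called 709. Both tools called 702 of the 720 genes that either called, or 97.5% (95% Wilson interval 96.08% to 98.41%, treating genes as independent). For the 1916 matched genes tested at 24h, edgeR called 478 DEGs and DESeq2 called 484. Here 474 of 488 genes were called by both, or 97.13% (interval 95.24% to 98.28%). The log2 fold changes of the tools differed by a median of 0.00389 at 2h and 0.0061 at 24h. Keeping the genes with low counts moved the shared percentage most, to 95.41% at 2h.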

The edgeR and the DESeq algorithms yielded similar findings. Results generated using edgeR are shown in S1 File. For the 2h and 24h samples, 654 and 459 CDS, respectively, had increased expression (RPKM ≥2 fold, FDR <0.05) in LF82 compared to HS (Table A in S1 File), with 224 of the CDS exhibiting increased expression in LF82 at both time points. 

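Among the matched genes, 365 had increased expression in LF82 at 2h and 236 at 24h, and 123 of them had increased expression at both times. With each of the 6 samples of a comparison left out in turn, the number was 330 to 375 at 2h and 217 to 238 at 24h. The samples carry replicate letters that recur in every group. Deviations from the group means had a mean correlation of -0.089 between LF82 and HS samples of the same letter at 2h and of 0.05 between samples of other letters, and of -0.208 and 0.098 at 24h. With the replicate letter as a block, 363 genes were increased at 2h, 234 at 24h and 122 at both times. Scaling by library size only moved the count most, to 143 genes at 24h. The largest increase was that of aroH, at 58.5 ± 6.13 CPM (SD, n = 3) in LF82 and 0.0903 ± 0.0802 CPM (SD, n = 3) in HS at 2h. Its log2 fold change was 9.26 (standard error 0.37, FDR = 6.96e-07 from edgeR's quasi-likelihood test), a value that rests on 0, 1 and 1 reads in the HS samples. At 24h its log2 fold change was 10.23 (standard error 0.43, FDR = 8.75e-06 from the same edgeR test), with 0 reads in every HS sample. The 24h value was 9.49 with DESeq2 and 10.72 in a single fit of all 12 samples, so that its size depends on the method. Expression of ampC was 3300 ± 385 CPM (SD, n = 3) in LF82 and 23.1 ± 3.37 CPM (SD, n = 3) in HS at 2h, a log2 fold change of 7.18 (standard error 0.20, FDR = 2.44e-07, edgeR), and its log2 fold change at 24h was 6.36 (standard error 0.14, FDR = 7.53e-08, edgeR). Next at 2h was tar, with a log2 fold change of 5.97 (standard error 0.17, FDR = 2.44e-07, edgeR). Next at 24h was rpsO, at 525 ± 64.0 CPM (SD, n = 3) in LF82 and 22.2 ± 1.84 CPM (SD, n = 3) in HS, a log2 fold change of 4.84 (standard error 0.14, FDR = 3.95e-07, edgeR). The other 53 ribosomal protein genes tested lay between -0.57 and 1.07 at 24h.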

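Of the matched genes, 2 had 0 reads in all 3 HS samples and at least 10 reads over the 3 LF82 samples at 2h. One was rusA, with 4, 4 and 5 reads in the LF82 samples, or 0.497 ± 0.0241 CPM (SD, n = 3). The other was tdcR, with 3, 3 and 10 reads, or 0.591 ± 0.394 CPM (SD, n = 3). In the HS samples at 2h, a gene needed between 0.322 and 0.46 CPM to reach 3 reads, so that both genes were close to the smallest share that this depth can show.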

At 2 h, 6 genes shared by LF82 and HS were expressed only in LF82. Similarly at 24 h, 17 genes had detectable transcripts in LF82 and not in HS (Table A in S1 File). 

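At 24h, 3 matched genes met the same criterion, namely 0 reads in the 3 HS samples and at least 10 in the LF82 samples. The LF82 samples had 154, 174 and 171 reads of aroH, or 33.7 ± 0.991 CPM (SD, n = 3). They had 6, 4 and 10 reads of rusA (1.34 ± 0.571 CPM, SD, n = 3) and 2, 2 and 9 reads of phnE (0.858 ± 0.768 CPM, SD, n = 3). At the depth of the HS samples at 24h, 3 reads corresponded to 0.856 to 0.97 CPM. The share of aroH in LF82 was well above this floor, while that of phnE was at it, so that a difference in phnE was not detectable at this depth. Allowing up to 2 reads over the HS samples raised the number of genes to 6.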

Six genes were detected only in LF82 at both time points. Some of these genes are involved in bacteriophage infections and others have no known function (Table 2). 

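Of the genes matched by name, rusA alone had 0 HS reads and at least 10 LF82 reads at both times. The 6 CDS of Table 2 have no namesake among the HS loci, so that their HS counts are not analysed here and their values are those of LF82. The 5 loci listed by locus tag (LF82_119, LF82_121, LF82_126, LF82_134 and LF82_135) were expressed at 14.2 to 61.7 CPM on average at 2h. At 24h their mean expression was 1.65 to 3.69 CPM, values that do not rank the loci, since CPM is not corrected for gene length. The values of LF82_135 were 61.7 ± 7.93 CPM (SD, n = 3) at 2h, with 545, 427 and 647 reads, and 3.69 ± 2.11 CPM (SD, n = 3) at 24h, with 17, 8 and 30 reads. Its log2 fold change from 2h to 24h was -4.38 (standard error 0.29, FDR = 4.54e-07 from edgeR's quasi-likelihood test within LF82). For the other loci listed by locus tag the log2 fold change was -2.65 (LF82_119), -3.6 (LF82_121), -3.47 (LF82_126) and -3.24 (LF82_134), each with an FDR of at most 1.25e-05 in that edgeR test. The value of LF82_121 rests on 3, 7 and 15 reads at 24h. It lay between -4.27 and -3.25 with each sample left out in turn. The gene ydiE was expressed at 6.87 ± 1.30 CPM (SD, n = 3) at 2h and 6.89 ± 0.948 CPM (SD, n = 3) at 24h, and its log2 fold change of -0.32 (standard error 0.25, FDR = 0.269, edgeR) did not pass the FDR threshold.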

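In the opposite direction, 348 of the matched genes had decreased expression in LF82 compared to HS at 2h and 242 at 24h, and 122 had decreased expression at both times. With the replicate letter as a block, 347 genes were decreased at 2h and 236 at 24h. Leaving out each sample in turn gave 335 to 372 genes at 2h and 227 to 254 at 24h, and scaling by library size only gave 390 at 24h. The largest decrease was that of wzb, at 0.393 ± 0.159 CPM (SD, n = 3) in LF82 and 114 ± 35.7 CPM (SD, n = 3) in HS at 2h. Its log2 fold change was -8.11 (standard error 0.37, FDR = 1.14e-06, edgeR) at 2h and -7.86 (standard error 0.29, FDR = 7.05e-07, edgeR) at 24h. These values rest on 4, 4 and 2 reads in LF82 at 2h and 1, 1 and 5 at 24h. The 24h value lay between -8.93 and -7.53 with each sample left out in turn. At 2h wzb was followed by ydiL, with 5, 4 and 8 reads in LF82 and 789, 748 and 494 in HS, a log2 fold change of -6.94 (standard error 0.22, FDR = 3.36e-07, edgeR). The glutamate decarboxylase gene gadA fell by 5.92 on the log2 scale at 2h (standard error 0.37, FDR = 8.41e-06, edgeR), from 5010 ± 708 CPM (SD, n = 3) in HS to 81.1 ± 33.8 CPM (SD, n = 3) in LF82. At 24h the value after wzb was that of cysT, with a log2 fold change of -5.39 (standard error 0.36, FDR = 9.46e-06, edgeR), but the loci of this name are not shown to be the same gene. In the MG1655 annotation cysT is a tRNA gene and also a synonym of the sulphate permease gene cysU, and LF82 has a separate locus named cysU while HS has none. The tryptophan permease gene tnaB was at 21.6 ± 0.81 CPM (SD, n = 3) in LF82 and 473 ± 109 CPM (SD, n = 3) in HS at 24h, a log2 fold change of -4.17 (standard error 0.18, FDR = 1.52e-06, edgeR).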

A total of 712 and 492 genes had decreased expression at 2h and 24h respectively, in LF82 compared to HS (Table B in S1 File), with 241 genes exhibiting decreased expression in LF82 (RPKM ≤ 0.05, FDR <0.05) at both time points.

**Table 2:** These 6 CDS are homologous in LF82 and HS but transcripts are detected only in LF82 at both 2h and 24 h. The LF82 NCBI Locus Tags and the bacterial gene names (if available) are shown. The mean normalized RPKM at 2h and 24 h is shown.

LF82 NCBI Locus Tag	Gene	Function	Bacteria with identical protein	RPK 2h	RPK 24h
LF82_119		phage NinH protein	*Escherichia*	92.9	19.6
LF82_121		Holin–pore forming protein	*E*. *coli*, *Salmonella enterica* subsp. Enterica, *S*. *flexneri* bacteriophage	62.8	6.8
LF82_126		hypothetical protein	*E*. *coli*, *Shigella*	111.6	13.2
LF82_134		Phage head assembly protein	*E*. *coli*, *Salmonella*, *S*. *flexneri*	47.1	6.6
LF82_135		DNA transfer protein	*E*. *coli*, *Salmonella*, *Shigella*, *Cronobacter* bacteriophage	109.7	7.0
LF82_2871	*ydiE*	inorganic ion transport and metabolism	*E*. *coli*	44.2	47.4

Functional profiling of genes was accomplished using the Gene Ontology (GO) plugin BiNGO [50] and the custom ontology and annotation files on the Gene Ontology website (http://www.geneontology.org). This analysis revealed that multiple functional categories have overlapping datasets as shown in Tables A-D in S2 File. Examples include “siderophore metabolic process like enterobactin”, which are up-regulated at both time points, and”glycogen metabolic process” and “oxidation-reduction process”, which are down regulated at both time points (Table 3). 

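The genes that Table 3 gives for a pathway were listed because they passed the paper's threshold at 24h, so that their number past the threshold is a description and not a test. All 6 of the siderophore genes tested (entA, entB, entC, entE, entF and fes) were increased in LF82 at both times, with a median log2 fold change of 2.52 at 2h and 1.99 at 24h. All 5 glycogen genes (glgA, glgC, glgP, glgS and glgX) were decreased at both times, with a median of -1.23 at 2h and -1.54 at 24h. Of the 64 genes tested for the oxidation-reduction process, 55 were decreased past the threshold at 24h and the log2 fold change was negative for all 64. At 2h, 31 of the 64 were decreased past the threshold, 7 were increased past it (fdoH, fumB, hybA, hybB, napA, napF and napH) and 15 had a positive log2 fold change. Gene sets chosen by name, whatever their change, hold further genes of these pathways. The pathways themselves were taken from the paper's results in these samples, so that the p-values of these sets describe the difference and are no independent test of it. For the ent and fep genes with fes, 11 of 11 were increased DEGs at 2h (one-sided Fisher's exact test, adjusted p = 4.13e-08 over 10 tests) and 9 of 13 at 24h (adjusted p = 6.48e-06, Fisher's exact test). Their median log2 fold change was 2.28 and 1.57, and 2.31 and 1.57 with the replicate letter as a block. For the glg genes with malP and malQ, 7 of 8 were decreased DEGs at 2h (adjusted p = 7.69e-05, Fisher's exact test) and 5 of 8 at 24h (adjusted p = 0.00157, Fisher's exact test). Their median was -1.28 and -1.38, and leaving out each sample in turn moved it between -1.35 and -1.16 at 2h and between -1.49 and -1.30 at 24h. The largest change within these chosen sets at 2h was that of entA, at 5.75 ± 0.383 CPM (SD, n = 3) in LF82 and 0.694 ± 0.515 CPM (SD, n = 3) in HS at 2h.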

Analysis using alternative pathways/modules gene sets [53, 54] facilitated visualization of patterns of gene expression against a very complex background. For example, the functional category chemotaxis is up-regulated (FDR = 0.008) in LF82 at 2h, but bacterial-type flagellum-dependent cell motility is down regulated (FDR = 1.4 x 10^−6^) at 24h. However as shown in Fig 1, the polarity of the DEGs are preserved at both time points. These network-based results draw attention to modules that do not overlap with the GO categories (e.g. modules 24 and 79 in Fig 1).

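The modules of Fig 1 are shown in the paper because they differed between the strains in these samples, so that the p-values of Fisher's exact test for them describe that difference and are no independent test of it. The 11 chemotaxis and motor genes drawn in Fig 1 (aer, cheA, cheB, cheR, cheW, cheY, cheZ, motA, motB, tar and tsr) were all increased DEGs in LF82 at 2h (one-sided Fisher's exact test against the 365 increased genes, adjusted p = 4.13e-08). Their log2 fold changes lay between 2.97 and 5.97, with a median of 5.53. For example, cheR was at 114 ± 10.1 CPM (SD, n = 3) in LF82 and 1.93 ± 0.166 CPM (SD, n = 3) in HS at 2h, and its log2 fold change was 5.91 (standard error 0.18, FDR = 2.44e-07, edgeR). At 24h, 7 of the 11 were still increased DEGs, with a median of 2.02 (adjusted p = 0.00012, Fisher's exact test). Of the flagella genes drawn in Fig 1, 33 were tested at 24h. All 33 had a negative log2 fold change, with a median of -1.63, and 21 were decreased DEGs (adjusted p = 5.29e-11, Fisher's exact test). The lowest value was that of flgC, with a log2 fold change of -3.62 (standard error 0.36, FDR = 6.82e-05, edgeR). At 2h, 13 of 34 flagella genes were decreased DEGs and 6 were increased (flgK, flgN, fliA, fliD, fliS and fliT), with a median of -0.37. The decrease at 2h passed Fisher's exact test (adjusted p = 0.00497) but not limma's camera test of the whole set (p = 0.343). That test uses the changes of all members and a small preset correlation between genes, not one estimated from these samples. With the replicate letter as a block, the medians were 5.54 and 2.05 for the chemotaxis genes and -0.37 and -1.63 for the flagella genes at 2h and 24h.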

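Over the chemotaxis and flagella genes of Fig 1 that were tested at both times, 31 of 44 had a log2 fold change of the same sign at 2h and 24h and 13 had the opposite sign. Of the 24 genes with an FDR under 0.05 at both times in edgeR's quasi-likelihood test, 21 had the same sign. The 3 exceptions were tsr, flgL and flgN. Of the 20 genes that were DEGs at both times, 19 had the same sign and flgN did not, a count added after the data were seen. In the nitrate reductase module of Fig 1, narY and narZ were also DEGs at both times with opposite signs. For tsr, the log2 fold change was 5.20 at 2h and -0.67 (standard error 0.18, FDR = 0.0128, edgeR) at 24h. It was 0.87 and -0.66 for flgL and 2.25 and -1.07 for flgN. Left-out samples moved the number of genes with the same sign between 28 and 34. The size of the difference between the strains also changed with time. In a fit of all 12 samples, the interaction of strain and time on the log2 scale was negative for all 11 chemotaxis genes, with a median of -3.50, and for 29 of the 33 flagella genes, with a median of -1.37.

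**Figure D1:**
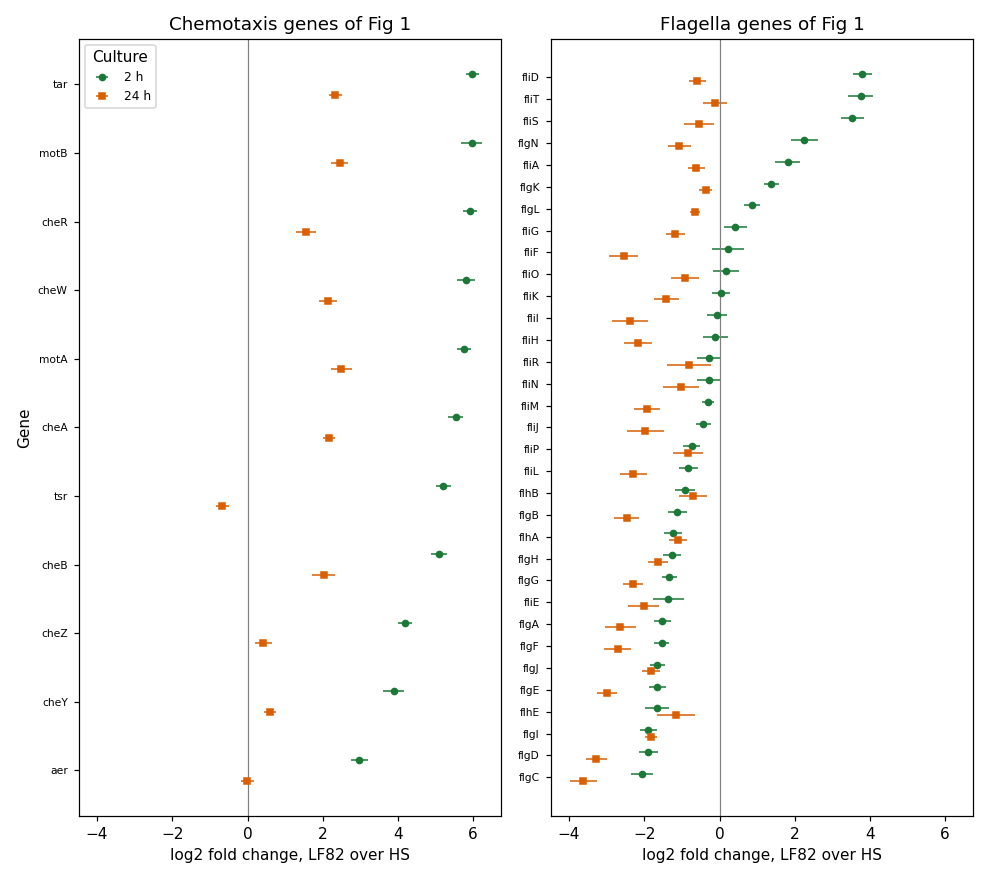
Log2 fold change of LF82 over HS for the chemotaxis genes (left) and flagella genes (right) of Fig 1 that were tested at both times, with 1 line per gene, circles for 2h and squares for 24h, each from 3 samples per strain, and bars of 1 standard error on each side. All 11 chemotaxis genes lie to the right of 0 at 2h, and all 33 flagella genes lie to the left of 0 at 24h.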

**Fig 1:**
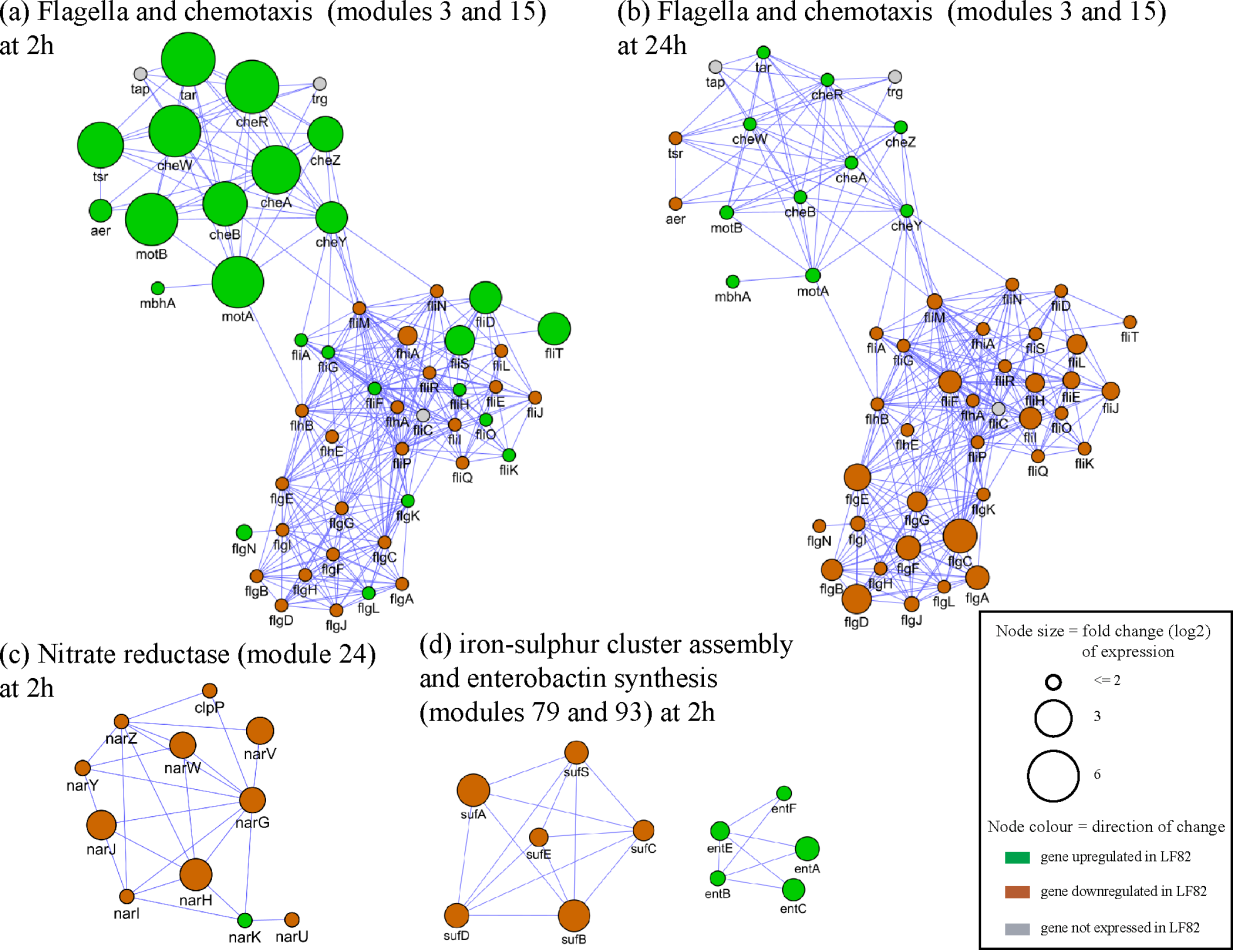
Functional modules differentially expressed in strain LF82 compared to non-invasive strain HS at 2h and 24h time points. As mentioned above, the differences can not be related to the duration of culture vs. the agitation. Functional modules were obtained from a high quality set of protein-protein interaction previously defined for *E*. *coli* [36]. Node size indicates fold change (log2) of differential expression (DE) based on the DESeq algorithm [33]. Node color indicates direction of regulation. Flagella and chemotaxis module: (a) most chemotaxis genes are up-regulated in LF82 relative to HS at 2h (DE > 3), while at 24h (b), half of the flagella genes are down-regulated in LF82 (DE > 2). (c) Most nitrate reductase genes are down-regulated in LF82 at 2h (DE > 2). (d) At 2 hours, iron-sulphur cluster assembly genes in LF82 are down-regulated (DE > = 2.7), and enterobactin synthesis genes (involved in iron transport) are up-regulated (DE > = 2.3).

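For these modules too, which the paper drew because they differed at 2h, the p-values describe and do not test independently. Of the 9 genes of the nitrate reductase module as drawn, clpP included, that were tested at 2h, 6 (narG, narH, narJ, narW, narY and narZ) were decreased DEGs in LF82, with a median of -2.01 over the module (one-sided Fisher's exact test, adjusted p = 0.00212). The lowest value was that of narH, with a log2 fold change of -3.58 (standard error 0.27, FDR = 1.92e-05, edgeR). The genes narG, narH and narJ and the genes narZ, narY and narW encode closely related enzymes, and the counting could have split or lost reads that match both copies. All 6 iron-sulphur cluster assembly genes (sufA, sufB, sufC, sufD, sufE and sufS) were decreased DEGs at 2h, with log2 fold changes from -4.15 to -2.73 (adjusted p = 7.55e-05, Fisher's exact test). For sufA, expression was 5.51 ± 0.427 CPM (SD, n = 3) in LF82 and 99.5 ± 17.2 CPM (SD, n = 3) in HS. The 5 enterobactin synthesis genes of Fig 1 were increased by 2.28 (entF) to 2.99 (entA) on the log2 scale, with standard errors of 0.18 (entF) and 0.41 (entA). With the replicate letter as a block, the median was -2.01 for the nitrate reductase module and -3.29 for the iron-sulphur cluster assembly genes. Leaving out each sample in turn kept the medians between -2.25 and -1.81 and between -3.45 and -3.08.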

**Table 3:** Selected common up-regulated and down-regulated biological pathways in LF82 at 2h and 24h time points. For more comprehensive lists of up-regulated and down-regulated pathways at 2h and 24h please see **S2A and S2B Table**. The false discovery rate (FDR) is indicated for both the 2h and 24h cultures.

GO–ID	Pathway Genes at 24h time point	2h FDR	24h FDR
	***Up-regulated pathways***		
41	Transition metal transpor*t*	0.0017	0.0045
	*COPA|FIU|FEPA|FEOB|FES|FEPE|RCNA|YCDO|ZNUA|YCDB|MODC|CUSC|YDAN|CUSB*		
9247	Siderophore metabolic process	0.00035	0.0020
	*ENTE|ENTF|ENTC|YBDZ|ENTA|FES|ENTB*		
	***Down-regulated pathways***		
5977	Glycogen metabolic process	0.0031	0.043
	*GLGS|GLGC|GLGA|GLGX|GLGP*		
55114	Oxidation-reduction process	0.0000022	0.00018
	*TDCE|HYCF|MAEB|YEIA|TDCD|HYCD|HYCE|FUMA|FUMC|FUMB|YGHZ|YEIT|ASPA|NRFC|METF|TPX|YPHC|YDJL|NARH|PDXB|PFLA|YDBK|GLTA|YOAE|ARGC|GLGC|HYBC|MELA|HYBA|HYBB|HYBO|FADB|FADA|FADE|GLGP|NUOK|GLGS|SUCB|SUCA|SUCD|SUCC|YAJO|FDOI|TRXA|GLGX|FDOG|TRXC|FDOH|YGCO|UBID|UBIF|YHBW|YGCN|XDHA|NAPH|GND|FRE|NAPF|XDHB|XDHD|DADA|NAPA|YBDH|YJJN|RSPB|YDHU|ILVC|NDH|YDHV|GLGA|TYRA|YGGP|STHA|FADJ|ALLD|YHJA|LIPA|HDHA|IDND|FUCO|LPD|SDHA|YGFK|YBAE|DSBG|DUSA|SDHC|PUTA|YGFM|SDHD|YFEX|YDEP|UCPA|YDEM*		

### Selection of candidate AIEC signature transcripts

To identify candidate AIEC signature transcripts, we took a subtractive approach to identify coding DNA sequences that were present in the genome of the reference AIEC strain LF82 but not homologous to sequences in 11 non-invasive *E*. *coli* strains. In addition to the HS and MG1655 strains, we included 9 strains from patients with and without IBD and phenotyped with respect to their inability to invade epithelial cells and survive within macrophages. Although five of the non-invasive strains were isolated from non-IBD patients, four others were isolated from IBD patients (2 UC, 2 CD) (Table 1). Of the 4508 predicted CDS in the LF82 genome [37], 3446 could be uniquely mapped to corresponding CDS with ≥ 85% sequence identity in the control HS genome. Although 747 LF82 CDS lacked homology to the HS genome [36] further subtraction was accomplished by including 10 additional NIEC. In the final analysis, 166 CDS in LF82 were absent from all 11 NIEC genomes.

We compared the 166 CDS across six published AIEC genomes (UM146, NRG857c, HM605, 541–1, 541–15, 576–1) and six MS AIEC strains (MS-107-1, MS-115-1, MS-119-1, MS124-1, MS145-7, MS57-2). None of the 166 CDS were homologous to all 13 human AIEC genomes (see S1 Table). The CDS LF82_95, which encodes an excisionase, was the most prevalent with homology in 9 of 13 AIEC genomes (see Table 4 and S1 Table). This CDS also shared homology with a number of pathogenic *E*. *coli*, particularly DEC (see S1 Table). 

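In the LF82 cultures, few reads were counted for LF82_095, with 25, 24 and 17 reads in the 3 samples at 2h and 11, 10 and 9 reads at 24h. This was 2.57 ± 0.686 CPM (SD, n = 3) at 2h and 2.04 ± 0.31 CPM (SD, n = 3) at 24h. The log2 fold change from 2h to 24h was -0.65 (standard error 0.39, FDR = 0.159 from edgeR's quasi-likelihood test on all LF82 loci), so that a change was not detectable at this depth.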

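The CDS LF82_332 had 4, 9 and 13 reads in the LF82 samples at 2h and 14, 14 and 39 reads at 24h. Its expression was 0.982 ± 0.456 CPM (SD, n = 3) and 4.46 ± 2.69 CPM (SD, n = 3). The log2 fold change from 2h to 24h was 1.85 (standard error 0.50, FDR = 0.00686, edgeR), and it lay between 1.25 and 2.11 with each sample left out in turn.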

The CDS LF82_332 corresponds to the *pduC* gene and was homologous with 6 of 13 AIEC. We also selected 4 CDS (LF82_089, LF82_091, LF82_091, LF82_092, and LF82_093) that mapped to a region previously described as “specific region 6” [37] and corresponded to 4 CRISPR-Cas genes. 

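The Cas genes of Table 4 that were carried forward differed in their change between the LF82 cultures. The gene LF82_092 (Csy3) had 257, 307 and 308 reads at 2h and 167, 165 and 192 reads at 24h. Its expression was 33.5 ± 3.86 CPM (SD, n = 3) and 35.4 ± 2.14 CPM (SD, n = 3), and the log2 fold change of -0.24 (standard error 0.14, FDR = 0.159, edgeR) did not pass the FDR threshold and became 0.08 when samples were scaled by library size only. For LF82_088 (Cas1), expression was 12.6 ± 1.94 CPM (SD, n = 3) at 2h and 30.9 ± 1.28 CPM (SD, n = 3) at 24h. After TMM normalization its log2 fold change was 0.98 (standard error 0.16, FDR = 0.000331, edgeR), just under a fold change of 2, and it was 1.29 when scaled by library size only. For LF82_091, the log2 fold change was -1.58 (standard error 0.26, FDR = 0.000312, edgeR), from 10.5 ± 1.12 CPM (SD, n = 3) to 4.39 ± 1.25 CPM (SD, n = 3). For LF82_093 (Cas6f), it was -0.67 (standard error 0.24, FDR = 0.0302, edgeR), from 7.59 ± 1.14 CPM (SD, n = 3) to 5.96 ± 0.855 CPM (SD, n = 3). The mean correlation of deviations was 0.026 between 2h and 24h samples of the same replicate letter and -0.014 between those of other letters. With the replicate letter as a block, the log2 fold changes were 0.98 (LF82_088), -1.58 (LF82_091), -0.23 (LF82_092) and -0.66 (LF82_093).

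**Figure D2:**
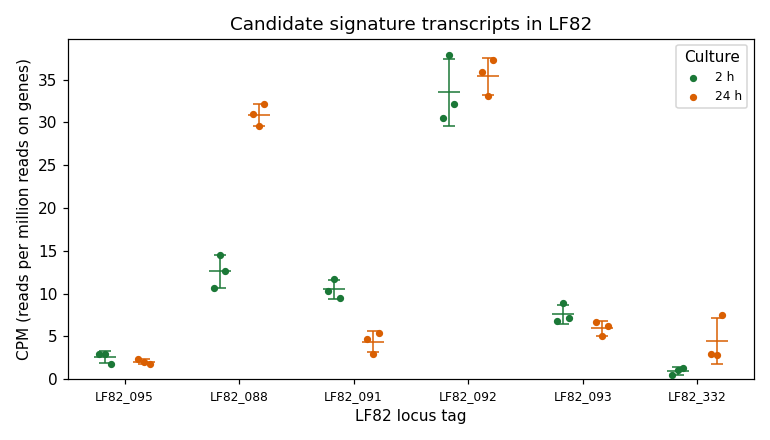
Expression of the 6 candidate CDS in the LF82 cultures, in reads per 1000000 reads counted on loci (CPM), with a point per sample, a long line at the mean and shorter lines 1 SD above and below it (n = 3 at each time). LF82_088 is higher at 24h (mean 30.9 CPM) than at 2h (12.6 CPM), while the samples of LF82_092 overlap between the times.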

Three AIEC (LF82, NRG857c, and MS-57-2) shared homologous CDS with all 6 candidate AIEC transcripts. Three AIEC strains 541_1, 576_1, and MS–115–1), shared only the *pduC* gene and 3 additional AIEC strains (UM146, HM605, and MS-145-7) shared only the 4 Cas genes.

**Table 4:** LF82 transcripts that share homology with at least 4 other AIEC genomes but none of the 11 NIEC genomes. (See also **S3 Table**). Putative protein function is based on sequence homology as listed in NCBI GENE. The mean RPKM are show in the 2h and 24 h LF82 cultures. The number of AIEC strains (total of 13) with CDS sharing >85% sequence homology is listed. The genes selected for exploratory RT-qPCR analysis of patient samples are in **bold.**

RefSeq ID	Putative protein	2h RPKM	24h RPKM	No. AIEC
**LF82_095**	**excisionase**	**10.3**	**8.4**	**9**
**LF82_088**	**CRISPR/Cas system-associated protein Cas1**	**11.3**	**28.3**	**6**
LF82_089	CRISPR/Cas system-associated protein Cas3/Cas2	22.2	39.9	6
**LF82_092**	**CRISPR/Cas system-associated RAMP superfamily protein Csy3**	**29.5**	**31.8**	**6**
**LF82_093**	**CRISPR/Cas system-associated RAMP superfamily protein Cas6f**	**12.0**	**9.7**	**6**
LF82_328	cobalamin biosynthesis protein CbiG	16.7	13.0	6
LF82_330	propanediol diffusion facilitator	0.7	3.3	6
LF82_331	propanediol utilization protein:polyhedral bodies	0.2	0.7	6
**LF82_332**	**propanediol utilization protein: glycerol dehydratase large subunit (*pduC*)**	**0.5**	**2.4**	**6**
LF82_333	propanediol utilization protein: diol dehydratase medium subunit	1.1	4.0	6
LF82_334	propanediol utilization protein: diol dehydratase small subunit	0.6	1.3	6
LF82_335	propanediol utilization protein: diol dehydratase reactivation	0.6	2.8	6
LF82_336	propanediol utilization protein: diol dehydratase reactivation	1.4	3.3	6
LF82_337	propanediol utilization protein: polyhedral bodies	9.1	13.6	6
LF82_338	propanediol utilization protein: polyhedral bodies	1.0	2.3	6
LF82_339	propanediol utilization protein	0.5	3.5	6
LF82_340	propanediol utilization protein	1.4	5.5	6
LF82_341	propanediol utilization protein: polyhedral bodies	1.1	2.9	6
LF82_342	propanediol utilization protein: B12 related	1.5	2.9	6
LF82_343	CoAdependent proprionaldehyde dehydrogenase	2.1	4.5	6
LF82_344	propanediol utilization protein: propanol dehydrogenase	0.6	0.9	6
LF82_345	propanediol utilization protein	1.0	2.9	6
LF82_346	propanediol utilization protein: polyhedral bodies	2.1	4.1	6
LF82_347	propanediol utilization protein: polyhedral bodies	2.2	3.5	6
LF82_778	putative propanediol utilization protein	0.2	3.4	6
LF82_013	hypothetical protein	12.8	12.5	5
LF82_090	hypothetical protein	17.7	13.2	5
LF82_199	iron compound ABC transporter	0.2	0.9	5
LF82_348	propanediol utilization protein	3.8	6.1	5
**LF82_091**	**CRISPR-associated protein (Cas_Csy2)**	**14.4**	**6.2**	**4**
LF82_329	Pdu/cob regulatory protein	7.3	10.8	4
LF82_389	variable tail fibre protein	0.7	3.2	4
LF82_441	hypothetical protein	9.1	21.9	4
LF82_548	major fimbrial subunit	11.3	21.3	4
LF82_550	outer membrane usher protein lpfC precursor	33.1	51.7	4
LF82_551	fimbrial chaperone protein	0.2	0.9	4
LF82_552	fimbrial-like protein	3.6	3.5	4
LF82_723	DHA kinase PgdK (EC 27129)	15.6	16.7	4
LF82_724	dihydroxyacetone kinase PdaK (EC271 29)	1.4	5.4	4
LF82_725	glycerol dehydrogenase CgrD (EC1116)	8.8	5.3	4
LF82_726	transporter CgxT	1.3	2.3	4
LF82_727	dihydrolipoamide dehydrogenase CdlD	3.5	5.4	4
LF82_728	carnitine transporter CniT	3.0	7.9	4
LF82_729	glycerate kinase GclK	2.4	6.6	4
LF82_730	3hydroxyisobutyrate dehydrogenase GhbD(EC 11131)	1.9	2.9	4
LF82_731	regulatory protein GclR	1.8	3.1	4
LF82_732	glycoxylate carboligase GclA	0.6	1.7	4
LF82_733	regulatory protein IbgR	4.7	6.0	4
LF82_734	Invasion protein IbeA	2.5	4.5	4
LF82_735	transporter IbgT	1.3	3.0	4

To test the *in silico* results and validate the PCR primers we amplified DNA for each of the 4 candidate genes (S1 Table). Agarose gel electrophoresis of PCR reactions verified amplification products of the expected sizes (see methods) for candidate genes LF82_091, LF82_092, LF82_093 and LF82_088 in strains LF82, MS145-7, and MS57–2 (S2 Table). All other strains, including MG1655, HS and the 4 MS AIEC strains without homologous Cas genes, exhibited no PCR amplification with these primers. All samples produced the expected band at 340 base pairs for the *E*. *coli* 16S rRNA gene product (S1 & S2 Figs).

### Screening Candidate Gene Transcripts in Human Clinical Specimens

RNA was isolated from fecal samples collected from 53 individuals at Stony Brook University. Within this collection, 43 (81.1%) stool samples were acquired from children (Table 3). Twenty-two were IBD patients and 31 individuals were non-IBD controls. Non-IBD patients included subjects with functional GI disorders, Celiac disease, lactose intolerance and one patient with juvenile polyps. The number of male patients was significantly higher in both IBD cohorts compared to controls, p = 0.009 and 0.029 for CD and UC respectively. CD patients were significantly older (p = 0.024). The median ages for CD, UC/IC and controls were 20, 16 and 15 years, respectively. The IBD patients included 14 patients with CD, 6 patients with UC and 2 with indeterminate colitis (IC). Three of the CD patients were diagnosed at enrollment. Parallel ileal biopsies were available for 10 CD patients, 3 UC patients and 23 non-IBD controls. Table 5 displays the characteristics of all subjects. For IBD patients, age of diagnosis, disease location and disease behavior (CD) are as defined by the Montreal classification[60]. Also included are disease duration, body mass index (BMI), smoking, surgical management of IBD, and IBD medications.

**Table 5:** Clinical characteristics of CD, UC/IC and non-IBD patients.

	CD N = 14	UC/IC N = 8	Non-IBD N = 32
Gender			
Male	11 (85%)	7 (88%)	11 (35%)
Age of Diagnosis, (Montreal A)			
A1 (≤16 yr)	71.4	87.5	
A2 (17–40 yr)	28.5	12.5	
A3 (>40 yr)			
Disease Location, CD (Montreal L)			
L1 ileal	21.4		
L2 colonic	7.1		
L3 ileocolonic	71.4		
Disease Location, UC (Montreal E)			
E1 proctitis		12.5	
E2 left-sided			
E3 extensive		83.0	
Disease Behavior, CD (Montreal B)			
B1 nonstricturing, nonpenetrating	57.1		
B2 stricturing)	21.4		
B3 penetrating—excludes perianal	21.4		
Median age at procedure (IQR)^a^ y	20 (14.2–25.7)	16 (12.7–17.2)	15 (11–17)
Median duration of disease (IQR) y	4.5 (1.4–6.8)	1.5 (0–10)	
Race			
Caucasian	11 (85%)	6 (75%)	28 (88%)
Current Smoker	1	0	1
Median BMI (IQR) kg/m2	21.0 (17–24)	19.8(18.7–22)	20.1(17.5–24.5)
Medications			
Mesalamine^b^	5 (36%)	1 (12%)	0
Steroids	2 (14%)	1 (12%)	
Immunomodulators^c^	4 (29%)	1 (12%)	
Anti TNF alpha biologics^d^	7 (50%)	1 (12%)	

^a^IQR: Interquartile range

^b^Mesalamine: Balsalazide, Mesalamine, Olsalazine, Sulfasalazine

^c^Immunomodulators: Imuran, Methotrexate

^d^Biologics: Adalimumab, Certolizumab, Infliximab

To compare the relative abundance of *E*. *coli* between clinical specimens, we performed RT-qPCR with *E*. *coli*-specific 16S rRNA gene primers and normalized results to total bacterial 16S rRNA gene expression (Tables 6 & 7). The median ΔCT values (Total-*E*. *coli* Ct) among CD, UC/IC and non-IBD fecal samples were -14.40, -7.14, and -13.56, respectively. There was no statistically significant difference in *E*. *coli* abundance compared to non-IBD controls. Among ileal biopsy specimens, the mean ΔCT values for CD, UC/IC and non-IBD samples were -9.94, -10.50, and -11.84, respectively. There was no statistically significant elevation in *E*. *coli* abundance in IBD specimens compared to controls.

**Table 6:** Fecal RT-qPCR results for candidate AIEC transcripts. The number of positive fecal stool samples are shown for each candidate AIEC transcript. Transcript is defined by LF82 locus tag and hypothetical function. Fisher’s exact tests were used to compare the frequencies of positive results. “*” represents P values of <0.05. The median ΔCt_E. coli_ (range) is shown. The nonparametric Mann-Whitney test was used to compare values for IBD compared to non-IBD and CD compared to non-IBD for fecal and ileal biopsy samples, respectively.

Transcript		CD	UC/IC	Non-IBD	P value	P-value
		N = 14	N = 8	N = 32	IBD vs. non-IBD	CD vs. Non-IBD
LF82_095	excisionase	9	4	14	0.41	0.34
LF82_332	*pduC*	3	3	8	1.00	1.00
LF82_088	*cas1_I-F*	5	1	2	0.05	0.02*
LF82_091	*cas_Csy2*	5	1	2	0.05	0.02*
LF82_092	*csy3_I-F*	5	1	2	0.05	0.02*
LF82_093	*cas6_I-F*	1	0	1	1.00	0.52
Median ΔCt_E. coli_	(IQR)	-14.4	-7.4	-13.6	0.48	0.81
		(-17.54 to -11.85)	(-12.81 to -4.80)	(-18.10 to -11.41)		

**Table 7:** Ileal RT qPCR results for candidate AIEC transcripts. The number of positive ileal biopsy samples are shown for each candidate AIEC transcript. Transcript is defined by LF82 locus tag and hypothetical function. Fisher’s exact tests were used to compare the frequencies of positive results. “*” represents P values of <0.05. The median ΔCt_E. coli_ (interquartile range) is shown. The nonparametric Mann-Whitney test was used to compare values for IBD compared to non-IBD and CD compared to non-IBD for fecal and ileal biopsy samples, respectively.

Transcript		CD	UC/IC	Non-IBD	P value	P-value
		N = 12	N = 3	N = 23	IBD vs. non-IBD	CD vs. non-IBD
LF82_095	excisionase	4	0	0	0.74	.0095*
LF82_332	*pduC*	2	0	1	0.55	0.27
LF82_088	*cas1_I-F*	9	2	11	0.09	0.16
LF82_091	*cas_Csy2*	6	0	3	0.12	0.04
LF82_092	*csy3_I-F*	6	0	3	0.12	0.04
LF82_093	*cas6_I-F*	3	0	0	0.05	0.03
Median ΔCt_E. coli_	(IQR)	-9.9	-10.5	-11.8	0.08	0.12
		(—11.92 to -7.35)	(-10.89 to -6.83)	(-16.56 to -9.60)		

The threshold of detection of transcripts corresponding to excisionase (LF82_095), *pduC* (LF82_332) and four Cas homologous genes (LF82_088, LF82_091, LF82_092, and LF82_093 was set at Ct ≤ 35. The negative Ct values ranged between 39 and 40. A higher proportion of CD fecal (Table 6) and ileal (Table 7) cDNA samples were positive for LF82_091 and LF82_092 transcripts than non-IBD fecal and ileal RNA samples (p <0.05) A higher proportion of CD fecal samples were positive for LF82_088 in CD vs. non-IBD samples and a higher proportion of CD ileal samples were positive for LF82_093 AND LF82_095 in CD vs. non-IBD.

The median ΔCT values (Total-*E*. *coli* Ct) among CD, UC/IC and non-IBD fecal samples were -14.40, -7.14, and -13.56, respectively. There was no statistically significant difference in *E*. *coli* abundance when compared to non-IBD controls. Among ileal biopsy specimens, the mean ΔCT values for CD, UC/IC and non-IBD samples were -9.94, -10.50, and -11.84, respectively. There was no statistically significant elevation in *E*. *coli* abundance in IBD specimens compared to controls.

## Discussion

Although a higher proportion of CD patients harbor AIEC, such organisms can also be recovered from non-IBD patients. Conversely, NIEC strains are recovered from IBD patients (Table 1). The pathogenic potential of AIEC may vary depending on host susceptibility. Host factors such as IBD risk alleles and Paneth cell function have been linked to alterations in ileal mucosa-associated microbial composition and the *Escherichia/Shigella* genus [12, 14, 57, 61, 62]. *In-vitro* analysis has not been performed for many human commensal *E*. *coli* strains. In this study the complete genomes for 13 AIEC and 11NIEC, all with prior *in-vitro* phenotypic analysis were compared.

Multiple studies have demonstrated that CD patients, particularly those with ileal disease, have altered intestinal microbial biodiversity and composition. Because most of these studies are based on 16S rRNA sequence analysis, they do not address alterations in microbial function, or in subgroups within identified species. Shotgun bacterial DNA metagenomics and bacterial metatranscriptomics measure alterations in microbial function more directly than does 16S rRNA sequence analysis. The advantage of bacterial transcriptomic data over shotgun metagenomics data is that the former provides information on which bacterial genes are actually transcribed. In this study we compared the transcriptomes of a reference AIEC strain, LF82 to a control strain HS to identify genes associated with the AIEC phenotype. We selected HS as the control strain which was previously demonstrated to be non-invasive [28].

A comparative analysis of genes shared between the LF82 and HS genomes indicated that many of the DEG had a relatively low fold change (~ 2–4 fold) making them less suited for clinical assays. 

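Of the 1191 calls of DEGs at the 2 times together, 857 had a fold change between 2 and 4, or 71.96% (95% Wilson interval 69.34% to 74.43%). At 2h it was 491 DEGs, or 68.86% (65.37% to 72.15%), and the median absolute log2 fold change of the DEGs was 1.63. At 24h it was 366 DEGs, or 76.57% (72.57% to 80.15%), with a median of 1.43. The intervals treat genes as independent and cover counting error only. Leaving out each replicate in turn moved the share of both times together between 70.21% and 73.27%, and it was 71.95% with the replicate letter as a block. From the small fold changes of many of the genes shared by the strains, the paper reasons that such genes are less suited for clinical assays, and it turns to CDS that LF82 has and non-invasive strains lack.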

Up-regulated genes in LF82 are involved in many key pathways including iron metabolism, supporting the recent report that AIEC strains are enriched for genes involved in iron utilization [37], a feature of many B2 phylotype members. 

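Among the genes that Table 3 lists under transition metal transport, 11 were tested at 24h, and all 11 (copA, cusB, cusC, feoB, fepA, fepE, fes, fiu, modC, rcnA and znuA) were increased DEGs in LF82, with a median log2 fold change of 1.57. When samples were scaled by library size only, 6 of them passed the threshold. At 2h, 7 were tested, of which 6 were increased DEGs and copA was decreased, with a log2 fold change of -1.83 (standard error 0.16, FDR = 3.66e-05, edgeR). The enterobactin receptor gene fepA was at 34.1 ± 5.82 CPM (SD, n = 3) in LF82 and 8.93 ± 0.495 CPM (SD, n = 3) in HS at 2h, a log2 fold change of 1.96 (standard error 0.21, FDR = 0.000109, edgeR). At 24h it was at 73.6 ± 1.07 CPM (SD, n = 3) in LF82 and 26.5 ± 4.39 CPM (SD, n = 3) in HS, a log2 fold change of 1.75 (standard error 0.15, FDR = 3.54e-05, edgeR). The ferrous iron transporter gene feoB had a log2 fold change of 1.72 (standard error 0.23, FDR = 0.000327, edgeR) at 2h and 1.07 (standard error 0.14, FDR = 0.000367, edgeR) at 24h.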

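Between the growth conditions, 1055 of the 4211 LF82 loci tested had higher expression at 24h than at 2h and 780 had lower expression, by the same threshold as for DEGs. In HS, 1038 of 4063 loci were higher at 24h and 807 lower. Scaling by library size only shifted the median log2 fold change from 2h to 24h by 0.58 in HS and 0.32 in LF82. The balance of higher and lower loci could therefore depend on the scaling. With the replicate letter as a block, the totals were 1806 for LF82 and 1866 for HS, beside 1835 and 1845 without it. Deviations of HS samples of the same letter had a mean correlation of 0.138 across the times, and those of other letters -0.063. The small heat shock protein gene ibpB was among the 3 largest increases in both strains, with a log2 fold change of 8.28 (standard error 0.20, FDR = 2.73e-09, edgeR) in LF82 and 8.11 (standard error 0.22, FDR = 8.91e-07, edgeR) in HS. The largest decrease in both strains was that of citX, a gene of citrate fermentation, with -7.86 (standard error 0.42, FDR = 1.08e-07, edgeR) in LF82 and -9.29 (standard error 0.62, FDR = 9.78e-06, edgeR) in HS. Across the 1870 matched genes tested at both times, the log2 fold changes of LF82 over HS had a Pearson r of 0.50 between 2h and 24h, a correlation across genes, which are not independent replicates. The interaction of strain and time, fitted to all 12 samples, had an FDR under 0.05 for 842 of 1945 genes in edgeR's quasi-likelihood test. That number was 856 with the replicate letter as a block and 378 to 857 with each replicate letter left out in turn. In 34 genes the strain difference passed the threshold in opposite directions, with 11 genes higher in LF82 at 2h and lower at 24h and 23 the other way round.

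**Figure D3:**
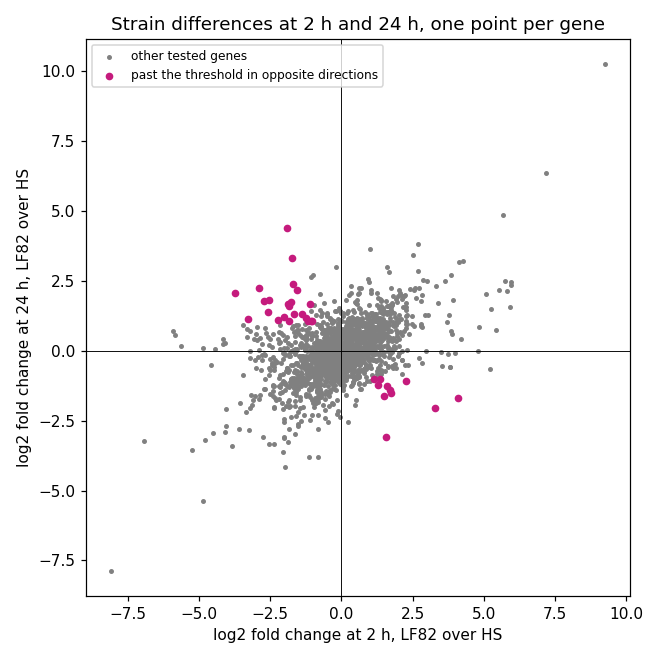
Log2 fold change of LF82 over HS at 2h (horizontal) and at 24h (vertical), with a point for each of the 1870 matched genes tested at both times. The 34 genes in colour passed the DEG threshold at both times in opposite directions and lie in the upper left (23 genes) and the lower right (11 genes).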

Comparison of the transcriptional profiles revealed a significant effect of growth conditions (see Fig 1). We identified six genes with no detectable expression in HS (Table 2) at both growth conditions. Four of the genes code for identical proteins in the enteropathogenic bacteria *Salmonella* and *Shigella*. Further characterization of these proteins in AIEC and non-invasive *E*. *coli* strains is necessary to determine if they are a component of the AIEC phenotype.

In the comparative analysis of RNA-seq data, 747 CDS that mapped to the LF82 genome did not share homology with CDS in HS (S1 Table). We extended our comparative analysis to 13 *E*. *coli* strains with the AIEC pathotype and 11 NIEC (Table 1). Using a subtractive genomics approach, we found that the 166 CDS present only in LF82 were not homologous in all 11 NIEC (S1 Table). However, none of the 166 CDS were present in the 13 AIEC strains surveyed. This observation supports the concept that the AIEC pathovar is formed by a heterogeneous collection of serogroups and serotypes. As shown in Table 3, AIEC genomes are enriched in genes belonging to the *pdu* operon, the *ibe* operon, and the type VI secretion system [34, 37, 38]. The *pdu* operon is a component of a metabolic pathway required for fucose utilization [63], and is present in enterpathogenic bacteria and offers a competitive advantage for energy production under anaerobic conditions [34, 63]. The *ibeA* gene (invasion of brain endothelium) encodes an invasion protein found in several extraintestinal pathogenic *E*. *coli* (ExPEC) strains[64]. This gene may also play a role in *E*. *coli* resistance to H_2_O_s_ stress [65]. *IbeA* is a necessary component for invasion of IECs and absence or mutation of this gene limits survival of AIEC within macrophage[66]. The type VI secretion system has been implicated in targeting other bacterial and eukaryotic cells [67]. We found homologous CDS for *chuA* and *yersiniabactin*, in 6 of 11 NIEC. These iron uptake genes are enriched among AIEC strains [37] and other pathogenic E. coli including ExPEC and EHEC. However, it remains to be determined whether these genes are expressed in the noninvasive strains. This analysis is limited by the fact that growth in pure cultures represents a very different environment than within the human intestine, and thus does not take into consideration complex microbe-microbe and host-microbe interactions. In addition, our subtractive genomics approach was limited to CDS expressed in the reference AIEC strain LF82. NRG857C has a genome that is highly similar to LF82 however, CDS in NRG857C but absent in LF82 were present in as many as six of the 13 other AIEC strains. Additional CDS that were homologous among three or more AIEC except LF82 and absent in the 11 NIEC are listed in S3 Table. Nonetheless, the results of this analysis provide a useful baseline repertoire of *E*. *coli* transcriptional patterns that may aid in the analysis of complex patient based metatranscriptomic data.

Among the 166 CDS mapping to the LF82 genome, we identified four potential signature transcripts belonging to CRISPR-associated (Cas) genes. These genes map to a region of the LF82 genome that is highly specific [37] and in our analysis these CDS were conserved in 4 of 6 AIEC strains. We did not find homologous CDS in DEC, although they are homologous to CDS in three ExPEC. Among the strains with these specific Cas genes, four of the AIEC strains and the three ExPEC are of the B2 phylotype. AIEC of the B2 phylotype are described to be among the most abundant and the most virulent [68]. CRISPR-Cas forms the adaptive immunity system [69–71]. Bacterial strains express Cas proteins that recognize foreign genetic elements in plasmids and phages and insert fragments of the exogenous DNA into their own genomes. Most *E*. *coli* harbor CRISPR-Cas systems that belong to subtype I-E [72]. LF82 has the I-F system which has 3 CRISPR arrays and an operon of 6 cas-F genes (*cas6f*, *csy3*, *csy2*, *csy1*, *cas2*, *cas3*, and *cas1*) [72]. This system is also found in *Yersinia pestis* an enterotoxigenic *E*. *coli* (strain B7A) and a subset of B2 phylotype *E*. *coli* [72]. Toro et al, [73] examined the relationship between CRISPR-Cas systems and virulence in Shiga toxin-producing *E*. *coli* (STEC) and observed conservation of CRIPR spacer contents among strains of the same serotype and that the highly virulent STEC strains had fewer spacers within CRISPR arrays. Two other groups have recently identified CRISPR-Cas gene loci for the development of serotype-specific PCR assays of STEC [74, 75] and *Salmonella enterica* serotypes Typhi and Paratyphi A [76].

We analyzed 53 fecal samples (Table 6) using 4 Cas gene assays and 35.7% of CD compared to 6.2% of non-IBD control samples (p = 0.02) revealed positive assays for 3 of the 4 assays. Using the *pduC* primers described in Dogan et al[34], expression of the *pduC* gene was detected in 21.4% CD compared to 25% of non-IBD controls (p = 1.0). For the excisionase gene 64% of CD compared to 44% of non-IBD control samples (p = 0.34) had positive assays. We also analyzed 38 parallel ileal biopsy samples (Table 7) and 50% of CD compared to 13% of non-IBD control samples (p = 0.04) had positive assays. Expression of the *pduC* gene was detected in 17% CD compared to 4% of non-IBD controls (p = 0.27). For the excisionase gene 33% of CD compared to 0% of non-IBD control samples (p = 0.0095) had positive assays. All 4 excisionase positive samples were correspondingly positive for Cas genes. The p-values for the Cas assays did not reach significance after applying the Bonferroni correction for multiple comparisons (p <0.01). Nevertheless we observed a similar trend in fecal and/or ileal biopsies for all four of the Cas genes tested. Our data suggests the Cas genes may serve as promising AIEC biomarkers; this will need to be confirmed in a larger set of patient samples. We did not detect a significant difference in *E*. *coli* 16S rRNA gene expression (ΔCT) relative to total bacteria in cases compared to non-IBD controls.

Altogether our sample sizes were small and *pduC* expression was less discriminating for AIEC infected samples. However, it may be a useful target for therapeutic intervention as previously described. It is also possible that other *pdu* operon genes are more specific and could serve as better targets. Our study is consistent with other reports that no single gene is able to distinguish AIEC from NIEC. Furthermore, it remains to be demonstrated whether any candidate AIEC signature transcripts with utility as a microbial biomarker, has a functional role in pathogenicity.

In summary, these results identify potential candidate AIEC signature transcripts, which may be more prevalent among CD patients than non-IBD patients and serve as proof of principle for our comparative genomic/transcriptomic analysis of AIEC and NIEC.

## Supporting Information

S1 Fig Specific CAS genes are detected in AIEC by PCR. Agarose gel electrophoresis analysis of PCR products obtained from reactions using forward and reverse primers of the Cas genes LF82_091 and LF82_092, with E. coli 16S rRNA as a positive control. Positions of molecular size standards (in bp) are indicated, also see methods.
(TIF) Click here for additional data file.

S2 Fig Specific CAS genes are detected in AIEC by PCR. Agarose gel electrophoresis analysis of PCR products obtained from reactions using forward and reverse primers of the Cas genes LF82_088 and LF82_093, with E. coli 16S as a positive control. Positions of molecular size standards (in bp) are indicated, also see methods.
(TIF) Click here for additional data file.

S1 File Up-regulated and Down regulated transcripts in LF82 and HS. **Table A. Up-regulated transcripts in LF82 compared to HS.** RNA was extracted from bacteria at exponential (2h) and stationary (24h) phases of growth in pure cultures and RNA sequencing completed. Expression level of homologous CDS in LF82 and HS is compared at 2 h, 24h and at both time points using edgeR. Up-regulated CDS with fold change ≥ 2, FDR <0.05. The RPKM values for LF82 and HS are shown. **Table B. Down-regulated transcripts in LF82 compared to HS cultures.** RNA was extracted from bacteria at exponential (2h) and stationary (24h) phases of growth in pure cultures and RNA sequencing completed. Expression level of homologous CDS in LF82 and HS is compared at 2 h, 24h and at both time points using edgeR. Up-regulated CDS with fold change ≥ 2, FDR <0.05. The RPKM values for LF82 and HS are shown.
(XLSX) Click here for additional data file.

S2 File GO functional categories in LF82 and HS. Table A. Up-regulated GO-categories (FDR <0.05) in LF82 compared to HS cultures at 2h. Table B. Up-regulated GO-categories (FDR < 0.05) in LF82 compared to HS cultures at 24h. Table C. Down-regulated GO categories (FDR <0.05) in LF82 compared to HS cultures at 2h. Table D. Down-regulated GO categories (FDR <0.05) in LF82 compared to HS cultures at 2h.
(XLSX) Click here for additional data file.

S1 Table LF82 transcripts that lack homology (< 85% sequence identity) within 11 non-invasive *E*. *coli* strains. 

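S1 Table lists LF82 CDS without a homolog in the non-invasive strains, found by comparing their sequences, together with their expression in the LF82 cultures in RPKM. Of the listed CDS, 164 are among the counted loci. At least 10 reads over the 3 LF82 samples were counted for 151 of them at 2h and for 160 at 24h. In edgeR's quasi-likelihood test within LF82, 138 had enough reads to be tested and 65 differed by the DEG threshold between the times, 42 of them higher at 24h and 23 lower. The number was 63 with the replicate letter as a block and 57 to 74 with each sample left out in turn. RPKM divides reads by gene length, which the counts used here do not.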

(XLSX) Click here for additional data file.

S2 Table Forward and reverse primers for RT-qPCR assays. (DOCX) Click here for additional data file.

S3 Table AIEC genes that do not share sequence homology (<85% sequence identity) with LF82 or non-invasive *E*. *coli* strains. (XLSX) Click here for additional data file.

# Supplementary material for: Identification of Candidate Adherent-Invasive E. coli Signature Transcripts by Genomic/Transcriptomic Analysis
**Source:** PLoS One. 2015 Jun 30;10(6):e0130902. doi: 10.1371/journal.pone.0130902
**Supplement:** S2 Table

**S2 Table. Forward and reverse primers used for PCR analysis.**

| Genes | Primer sequence (5′à 3′) | Expected amplicon size (bp) | Reference |
| --- | --- | --- | --- |
| LF82_088 | TGGTCCAGCTCGAAAATGCT  TGGTTTTCTGCCGCGTCTAT | 107 | This study |
| LF82_091 | GGCAGCATTGTCAGTATGCG  GCTCGTAAAGCGCATAACCC | 109 | This study |
| LF82_092 | GCCGAACAGATCCAGGTGAA  CTGCCTGTCCCTGGTCAAAT | 97 | This study |
| LF82_093 | GGCGTAAAGGGCTGACAGAT  TGAACGCCTTAACAGACGCT | 125 | This study |
| LF82_095 | GCCCAAGAAGCCTTGAAACA  GCTGATTCGTGGAACAGATA | 100 | This study |
| *pduC* | CCTGCAAAAATCGTCGAAGTGGTT  TTGGTGACGTGAGCCTGTTGTGAT |  | Dogan et al,[34] |

How the deposited data were processed for this re-analysis (not part of the article)

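RNA was sequenced from 12 cultures, 3 each of LF82 and HS at 2h (with shaking) and at 24h (without shaking). As the paper describes, the authors removed reads of human origin, short reads, duplicate reads and ribosomal RNA reads, mapped the reads of each strain to its own genome with BWA, and deposited the raw counts of reads on each annotated locus from HTSeq-count, without normalization. The counting mode and the treatment of reads that map to several loci are not named in the paper's text. Whether the counts were made after the removal of duplicate reads is not clear from the counts. Each sample's strain, time and replicate letter were taken from its label.

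Counts were summed over all loci to give the depth, which ranged from 3093268 reads in the shallowest HS sample at 24h to 9562864 reads in the deepest LF82 sample at 2h. The reads on loci were 76.65% to 85.21% of the reads that the counting lists. Wilson intervals at 95% and floors of 3 reads cover counting error only. CPM is the number of reads per 1000000 reads on loci. RPKM was not computed, because gene lengths were not part of the data used.

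LF82 and HS loci were matched by gene name, ignoring letter case, since the genome sequences were not at hand and the sequence homology search of the authors was not repeated. This left out 811 LF82 and 2292 HS loci that are listed by locus tag only, and the loci whose name is not found in the other strain. Of 3729 LF82 and 2311 HS loci listed by gene name, 1978 genes were matched. A shared name can stand for different genes, as is probable for cysT, and such pairs were not removed. An alternative added 81 genes through the synonyms of the strain MG1655 annotation, for a total of 2059 matched genes. Genes with closely related copies, such as the nitrate reductase genes, were kept.

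The main comparisons used edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM normalization and the quasi-likelihood test, for LF82 against HS at each time with the 6 samples of that time, and for 24h against 2h within each strain over all loci. A DEG had a fold change of at least 2 and a Benjamini-Hochberg FDR under 0.05. The interaction of strain and time was fitted to all 12 samples, with the FDR threshold only. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Gene sets were tested with a one-sided Fisher's exact test against all genes tested, adjusted over 10 tests, and with camera from limma 3.58.1. The interaction was tested for 6 sets with camera. In all camera tests the correlation between genes was the preset value and was not estimated from these samples. Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1 were used for the rest. Both edgeR and DESeq2 1.42.0, used in place of DESeq, were tested on simulated data with 200 genes changed by a log2 fold change of 2. At 2h (1887 genes) and at 24h (1916 genes), each tool recovered 200 of the 200, and the number of unchanged genes called was at most 1. The changed genes were drawn from the better expressed ones, and all genes had the same dispersion. The simulated change was also well past the threshold. The result therefore says little about genes with few reads or changes close to the threshold.

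The samples of each group carry the replicate letters A, B and C, and the possible pairing comes from these letters in the labels alone. The main fits leave the letters out, and an alternative fit has the letter as a block.

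Alternatives set before the data were examined were DESeq2, edgeR's exact test, scaling by library size only, no filter on low counts, the replicate block, all 12 samples in a single fit, matching extended by synonyms, each sample left out in turn, and the other thresholds and the camera test that are named beside their results. Leaving out small RNA genes, counting the signs of DEGs only and all alternatives for the genes of Table 3 were added after the data were seen.

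Genes named in the text are those that the paper names in its text, Table 2, Table 4 and the modules of Fig 1, and for each comparison the 3 genes with the largest change in each direction among DEGs whose direction holds for every sample of one group against every sample of the other. The genes rusA, tdcR and phnE are named because they met the rule for reads only in LF82, which was set in advance. The genes of Table 3, and malP and malQ, are named as members of sets that were set in advance. Single genes of Table 3, such as fumB, copA, fepA and feoB and those increased at 2h, were picked out after their values were seen, as were csrB, csrC, ssrS, ssrA and slp. The clinical samples, PCR assays and genome comparisons of the paper were not analysed here.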

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

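The counts of other splits of the samples were chosen only after the results were seen, while the tests of depth, normalization and small RNA genes were chosen before their results were seen, the last after the large share of ssrA was noticed.

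The difference between LF82 and HS was not the same at both times. The interaction of strain and time had an FDR under 0.05 for 842 genes. It was a question whether the shallower libraries at 24h produce this, so all libraries were thinned to the size of the smallest, which gave 791 genes. Leaving out the 7 small or structural RNA genes among the matched genes gave 840 genes. Depth did not account for the number. The small RNA genes cannot be ruled out by this test, since TMM normalization already trims such genes and leaving them out had little room to change the number. Swapping strain labels within replicate letters, in 32 ways that include the real one, gave as many genes in 2 of the 32. The other was the swap of all strain labels at 24h, with 1334 genes, which turns the interaction into the strain difference averaged over both times. That swap is not a grouping without an effect, so the count of splits does not decide whether the number arose by chance. Splits that mixed the labels at a single time gave 23 to 744 genes, but they still carry the strain difference of the other time. The splits that mixed the labels at both times all gave 0 genes. Such a split adds the strain difference to the spread within each group, which lowers the number called. These splits therefore do not decide the question either. Time and agitation changed together, so the difference between the growth conditions cannot be assigned to either.

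The direction of the strain difference was opposite at 2h and 24h in 34 genes that passed the DEG threshold at both times, each with an interaction FDR under 0.05. Of these, 11 were higher in LF82 at 2h and lower at 24h, and 23 the other way round. They include fumB, with a log2 fold change of 4.10 at 2h and -1.68 at 24h (interaction -5.77, FDR = 1.7e-09, edgeR), copA, with -1.83 and 1.07 (interaction 2.92, FDR = 2.38e-07, edgeR), narZ, with -1.84 and 1.60, and flgN, with 2.25 and -1.07. The interaction is measured within each strain's own gene, so a constant difference in annotation between the genomes would not produce it. A shared name that stands for different genes could produce it, however, and such pairs were not removed. No separate test of depth was made for these genes.

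The chemotaxis genes of Fig 1 had a median interaction of -3.50 on the log2 scale, negative in 11 of 11 genes (camera, adjusted p = 7.14e-17 over 6 sets). The median was -3.40 in the thinned libraries and -3.83 when scaled by library size only, a scaling that shifts the median of all tested genes by -0.33. The flagella genes had a median of -1.37, negative in 29 of 33 genes (camera, adjusted p = 3.42e-05), with -1.24 in the thinned libraries and -1.70 when scaled by library size only. Depth did not remove these differences. The scaling by library size moves all genes in the negative direction, so that it could not have removed them and is no test of normalization for these sets. A scaling factor moves all genes alike, however, and the iron-sulphur cluster assembly and nitrate reductase genes had medians of 3.81 and 2.04 in the same fit, so that no single factor gives the values of all 4 sets. The modules of Fig 1, here and in the next paragraph, were shown in the paper for their difference in these samples, so that the p-values are no independent test. Camera also used a preset correlation between genes. If the genes of a set vary together more than that, these p-values are too small. A difference between library batches was not tested, since none is named.

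The iron-sulphur cluster assembly genes had a median interaction of 3.81, positive in 6 of 6 genes (camera, adjusted p = 1.46e-12). Thinned libraries gave 3.79 and scaling by library size only, which here moves the values towards 0, gave 3.49. The nitrate reductase genes had a median of 2.04, positive in 9 of 9 genes (camera, adjusted p = 8.64e-06), with 2.18 in the thinned libraries and 1.73 when scaled by library size only. Reads shared between narG, narH and narJ and their related copies narZ, narY and narW were not tested. The interaction was also positive for clpP (1.12), narK (1.57) and narU (2.04), which are not among these copies. Whether these genes share reads with each other or with other loci was not tested either.

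The small RNA genes, which the paper does not discuss, held a median of 20.81% of the reads on LF82 loci at 2h (14.92% to 21.27% in 3 samples, 38 genes) and 40.31% at 24h (38.34% to 41.43%). No biological explanation was tested for this share. The scaling test among the other observations leaves out only the 7 small or structural RNA genes matched between the strains. It does not give the effect of this whole share.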

How the results depend on the processing

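The alternatives for the genes of Table 3, the leaving out of small RNA genes and the count of Fig 1 genes among DEGs only were chosen after seeing the data, and no other test here was.

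Of the values that answer the comparisons, 37 results gave 373 values under alternatives that kept their direction and their side of the threshold, or stayed within the spread between replicates (for counts, within 1.5 times), 1 that was weaker and 16 that moved, and 0 reversed. Of the values of single genes, 273 stayed, 2 passed the threshold only under the alternative and 1 reversed.

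Scaling by library size only gave 143 increased and 390 decreased genes at 24h, beside 236 and 242, and 6 transition metal transport genes of Table 3 past the threshold at 24h, beside 11 (an alternative chosen after seeing the data). It also turned the log2 fold change of LF82_092 between 24h and 2h to 0.08 from -0.24 and took LF82_088 to 1.29 from 0.98, which was 1.08 without 2h replicate B. This scaling shifts the median log2 fold change of all tested genes by -0.30 for LF82 against HS at 24h and by 0.32 for 24h against 2h in LF82, and these results moved with it. For LF82_088 without 2h replicate B the cause was not tested.

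Without a filter on low counts, the genes called by both edgeR and DESeq2 at 2h fell to 95.41% from 97.5%. The decrease of the flagella genes at 2h (median -0.37) passed Fisher's exact test and not camera (p = 0.343). Requiring an interaction of at least 2-fold left 536 genes, beside 842, and the 3 fits that each left out one replicate letter gave 378 to 857. The cause was not tested for these.

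Of the chemotaxis and flagella genes of Fig 1, 31 of 44 had the same sign at both times, and 19 of 20 when only DEGs at both times were counted, which changes the number of genes counted.

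Genes with reads only in LF82 numbered 0 to 3 at 2h (beside 2), 2 to 5 at 24h (beside 3) and 0 to 1 at both times (beside 1) when each sample was left out. Allowing 2 HS reads gave 6 at 24h and 2 at both times. These counts rest on few reads, and the depth of the HS libraries at 24h limits what absence can show, since 3 reads there are 0.856 to 0.97 CPM.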

Differences from the paper's values

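The alternatives named here were set before the data were examined, and none was added afterwards. The paper's number of increased genes is 654 at 2h, 459 at 24h and 224 at both times, and here it was 365, 236 and 123. None of the alternatives closed these gaps. The paper's number of decreased genes is 712 at 2h, 492 at 24h and 241 at both times, and here it was 348, 242 and 122. Scaling by library size only gave 390 decreased genes at 24h, within 1.5 times of the paper's, and no alternative closed the gaps at 2h or at both times. That sets the matched genes against all genes of the paper. Among the genes tested here, the paper lists 271 decreased and 222 increased genes at 24h. The 242 and 236 of the main fit were nearer to these than the 390 and 143 with library size only. The genes here are those matched by name. Of the paper's listed increased genes, 377 were tested here at 2h and 222 at 24h, and of its decreased genes 347 and 271. Of these, 363 and 214 were increased DEGs here, and 338 and 238 were decreased DEGs.

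For genes shared by the strains with reads only in LF82, the paper's numbers are 6 at 2h, 17 at 24h and 6 at both times, and here they were 2, 3 and 1. Neither allowing 2 HS reads nor requiring 1 LF82 read closed these gaps.

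Of 1217 log2 fold changes in S1 File for genes tested here, 2 differed by more than 0.3, both of slp. The paper's log2 fold change of slp is -1.81 at 2h and 2.44 at 24h, and here it was 1.66 and 0.49, and no alternative came within 1 standard error of the paper's. The name slp may stand for another locus in one of the strains, which was not tested.

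The log2 of the paper's value at 24h over its value at 2h, in LF82, differs for 10 CDS. The paper's values are RPKM, while those here are log2 fold changes after TMM normalization. Scaling by library size only shifts the median of all tested LF82 loci by 0.32, and it closed all 10 gaps. A left-out replicate that also closed a gap therefore does not point to that sample as the cause. For LF82_088 the paper's is 1.33 and here it was 0.98, for LF82_092 it is 0.11 and -0.24, and for LF82_134 it is -2.84 and -3.24. Scaling by library size only brought each of these within 1 standard error of the paper's, at 1.29, 0.08 and -2.93. For LF82_091 the paper's is -1.23 and here it was -1.58, and the alternatives that closed the gap were library size only (-1.26) and leaving out 24h replicate B (-1.47). For LF82_093 the paper's is -0.32 and here it was -0.67, closed by library size only (-0.35) and without 2h replicate B (-0.55). For LF82_119 the paper's is -2.24 and here it was -2.65, closed by library size only (-2.33) and without 24h replicate A (-2.45). For LF82_121 the paper's is -3.21 and here it was -3.60, closed by library size only (-3.29) and without 24h replicate A (-3.25). For LF82_126 the paper's is -3.08 and here it was -3.47, closed by library size only (-3.17) and without 2h replicate C (-3.24). For LF82_135 the paper's is -3.97 and here it was -4.38, closed by library size only (-4.05) and without 24h replicate B (-4.12). For ydiE the paper's is 0.10 and here it was -0.32, closed by library size only (0). The other alternatives set before the data were examined did not close these gaps. Leaving out 24h replicate C moved LF82_119, LF82_121 and LF82_135 away from the paper's values, to -2.99, -4.27 and -4.86.

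The paper states that the polarity of the DEGs of Fig 1 is preserved at both times, and here 1 of the 20 chemotaxis and flagella genes that were DEGs at both times, flgN, had opposite signs (log2 fold change 2.25 at 2h and -1.07 at 24h). Of the 24 with an FDR under 0.05 at both times, 3 had opposite signs. In the nitrate reductase module, narZ (-1.84 and 1.60) and narY (-2.01 and 1.21) were also DEGs at both times with opposite signs. The gene ydiL, among the largest decreases here at 2h, is not on the paper's list of decreased genes.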

Other observations

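The counts of other splits and the test of rpsO were chosen only after the results were seen, and the other tests before.

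Only 4 splits of the samples of a comparison part every pair of the same replicate letter, so that the share of splits with as many DEGs cannot fall under 0.05. The real split was the only one, 1 of the 4, with as many DEGs for LF82 against HS at 2h (713), for LF82 against HS at 24h (478), for 24h against 2h in LF82 (1835) and in HS (1845), and for the 65 LF82-specific CDS that changed. With this design, a difference that arose by chance from the grouping of samples cannot be excluded by this share alone. The other splits each gave 0 DEGs in every one of these comparisons, and 0 changed LF82-specific CDS. A mixed split adds the real difference to the spread within each group, which lowers the number called. These counts therefore do not decide the question either.

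The DEG counts at 24h moved when samples were scaled by library size only. A candidate explanation is the reads on small RNA genes in the library totals. These totals cover the matched genes only, of which 7 are small or structural RNAs. Scaled by library size only but without the small RNA genes, 203 genes were increased and 275 decreased at 24h, within 1.5 times of the 236 and 242 under TMM normalization, so this explanation remains.

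A list of general stress genes was lower in LF82 than in HS at 2h, with a median log2 fold change of -2.57 (21 of 23 genes negative), and higher at 24h, with a median of 0.49 (21 of 23 positive). When scaled by library size only, the median at 24h was 0.18 and 14 of 23 were positive. Of the 36 genes of the list, 23 were matched and tested. The median interaction was 2.92, positive in 22 of 23 genes. One hypothesis is that the HS cultures at 2h were nearer to stationary phase than the LF82 cultures. A list of growth genes then had a median of 0.90 at 2h, with 37 of 40 positive, above all 10000 random lists matched on expression (percentile 100). This is consistent with the hypothesis, which may also bear on the differences at 2h in other genes, but the growth of the cultures was not measured here, and a difference between the strains in these genes at the same growth phase would give the same result.

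The gene rpsO was higher in LF82 than in HS by more than the other 53 ribosomal protein genes, with a log2 fold change of 5.66 at 2h and 4.84 at 24h. A different annotated extent of rpsO in the genomes could give a difference that is the same at both times. The interaction of rpsO was -0.80, inside the range of -2.09 to -0.09 of the other ribosomal protein genes, so that the difference cannot be told apart from this explanation.

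In LF82 2h replicate B, csrB, csrC and ssrS were lower than in replicates A and C, by -1.40, -2.31 and -3.02 on the log2 scale. The other 20 small RNA genes tested had a median of -0.48, with 17 negative, at percentile 0.01 of 10000 random lists matched on expression. A loss of short RNAs in that library may explain the lower values. The small RNA gene ssrA was not lower there, however. It held 10.1% of the reads on loci in replicate B, beside 8.4% in A and 8.06% in C. No biological explanation was tested.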
